A study of Mus musculus with 4 samples.

How the data were processed

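The study took CD31-positive cells from the aorta-gonad-mesonephros region (AGM), the part of the mouse embryo where the first haematopoietic stem cells arise, at embryonic day 11.5. CD31 is the surface protein encoded by Pecam1. The cells were sorted by the fluorescence of TMRM, a dye that collects in mitochondria according to their membrane potential, into a low fraction (MMPlow) and a high fraction (MMPhigh). Each fraction is represented by 2 single-cell libraries, so 4 libraries were compared, 2 against 2. The embryos were C57BL/6J, per the labels.

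Per the labels' protocols, the libraries were made with the 10x Genomics 3' v3 kit, loading each lane for at most 10000 cells. Per the file headers, the matrices came from Cell Ranger 7.0.1. Each matrix holds whole-number counts of unique molecular identifiers (UMIs) per gene and barcode, as the authors deposited them, with no normalization. The barcodes in the files had been selected before deposit, and the lowest total of a barcode was 962 UMIs in MMPlow 1 and 500 in the other libraries. The 4 feature lists hold the same 32285 Ensembl gene identifiers with symbols. Neither the labels nor the headers name the genome build or the annotation, so no coordinates are given. Gene lengths were taken from GENCODE vM21, which holds 32158 of the identifiers, and used only as a property of a gene.

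The libraries differed in depth. MMPlow 1 held 59928 barcodes and 120168395 UMIs, with a median of 1274 UMIs per barcode. MMPlow 2 held 23715 barcodes and 102083810 UMIs, with a median of 3283. MMPhigh 1 held 13939 barcodes and 51800709 UMIs, with a median of 1362, and MMPhigh 2 held 4288 barcodes and 112739406 UMIs, with a median of 19707.5. Barcode sequences found in 2 libraries had median correlations of expression of 0.369, 0.352, 0.418, 0.343 and 0.427 in 5 pairs of libraries, against 0.369, 0.357, 0.426, 0.342 and 0.419 for other barcodes. For MMPlow 2 and MMPhigh 2 the values were 0.434 and 0.391, over 81 shared sequences, and the cause was not tested.

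Barcodes were kept with at least 2000 UMIs, at least 1000 detected genes and under 25% of UMIs from the 13 mitochondrially encoded protein genes. The mitochondrial limit was set loosely because the sort was on mitochondrial activity. These filters left 16700, 19579, 4403 and 3486 barcodes in MMPlow 1, MMPlow 2, MMPhigh 1 and MMPhigh 2. Doublets were called per library with Scrublet, as run in scanpy 1.11.5, which marked 1085, 1066, 0 and 98 barcodes. The caller found none in MMPhigh 1, 1 barcode in MMPlow 2 under the looser filter, 5, 6 and 4 in MMPlow 1, MMPlow 2 and MMPhigh 1 under the stricter filter, and 4 in MMPlow 1 with at most 10000 barcodes. It is taken not to have worked in these cases. A fixed share of the highest doublet scores, at most 6% per library, was therefore removed as an alternative. After removal of the calls, 15615, 18513, 4403 and 3388 cells were retained.

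All retained cells were clustered together. Counts were scaled to 10000 per cell and log-transformed, 2000 highly variable genes were chosen with the library as batch and mitochondrially encoded, nuclear OXPHOS and ribosomal protein genes left out, and 30 principal components, 15 neighbours and Leiden clustering at resolution 1 gave 31 clusters. Clusters were named from 12 marker lists. A cluster took the name of the list with the highest mean log2 fold over the other cells, computed with 10 CPM added, if that mean was at least 0.5 and at least 0.25 above the next list. It also needed 3 markers at a log2 fold of 1 with a marker among its 10 leading genes, or 7 markers otherwise. No other list could have more markers among the leading genes, and the leading gene could not belong to the next list alone. A cluster with far fewer UMIs than its libraries' medians needed a marker among the leading genes. The marker lists were fixed beforehand, but these thresholds were set and revised after the clusters had been seen. They gave 23 clusters in 11 classes and left 8 clusters without a name, and the report gives the share of these in each group. A class name ends in "-like" because it rests on markers alone. For the alternatives that change only which cells are used, names were carried over from the reported clustering, and for cells not in it from their nearest neighbours.

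Cells are not replicates, so UMIs were summed per library, and per class and library where a class had at least 20 cells in every library. The sums were tested with edgeR 4.0.16 under R 4.3.3, using TMM normalization, the filterByExpr filter and the robust quasi-likelihood F-test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 fold changes are given as MMPhigh over MMPlow, with standard errors taken as the size of the fold over the square root of F. Levels are in CPM, the summed UMIs scaled to the total of the sum, computed here from the deposited counts. Shares of cells per class were tested with the same edgeR test on cell counts, with the retained cells as library size. Each share was also compared by an exact two-sided permutation test, which with 2 libraries against 2 cannot give a p below 0.333. The share of UMIs from mitochondrially encoded genes was summarised as the median over cells of a library and compared by the same exact test. Gene sets, 20 in all, were tested with camera in limma 3.58.1 with its preset inter-gene correlation of 0.01, for sets with at least 5 tested genes, and with fry beside it.

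The groups, the tests, the filters on cells, the marker lists, the gene sets and the alternative settings of the next paragraph, up to the libraries left out, were chosen before the data were examined. So was the rule for naming genes. In each comparison it takes, among genes at an adjusted p under 0.05 with a mean of at least 10 CPM and no overlap between the groups, the 5 with the largest rise and the 5 with the largest fall. Unnamed gene models and haemoglobin genes are not picked. If nothing is called, the 3 genes with the smallest unadjusted p in each direction are given. Pecam1 and the progenitor genes Runx1, Kit, Gfi1, Gata2, Hlf and Mecom are reported in any case.

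The alternative settings fixed beforehand were looser (1000 UMIs and 500 genes) and stricter (5000 UMIs and 2000 genes) cell filters, a mitochondrial limit of 10% and none, at most 10000 barcodes per library, doublet calls kept, clustering at resolutions 0.5 and 2 and with all genes, and DESeq2 1.42.0 size factors and Wald test. Further ones were no filter on low counts, a filter of 10 CPM in 2 libraries, haemoglobin genes removed, sums thinned to equal UMIs, the replicate number as a block, and each library left out in turn. A fit without 1 library leaves 1 group with a single library, which is then assumed to vary like the others. Alternatives chosen after seeing the data were a UMI minimum set per library, the top doublet scores removed, and subtraction of free RNA. Others were equal cells of each of the 9 classes with at least 20 cells in every library (1335 cells per library, without endothelial-like, granulocyte or mast-like and unnamed cells) and as many cells drawn at random. Both were also run with each cell thinned to 2000 UMIs. In endothelial-like cells a minimum of 10 cells was added, with and without the block. The free RNA profile of a library was taken from barcodes with under 1300 UMIs, leaving out those with 5 or more S100a8 and S100a9 UMIs, and subtracted from a class sum, scaled so that no S100a8 and S100a9 UMIs (granulocyte genes) or no haemoglobin UMIs beyond it remained. This is an upper estimate, since it assumes that the class itself makes none of them. The barcodes under 1300 UMIs are not shown to be empty, so the profile can hold RNA of cells. Haemoglobin scaling was not usable for macrophage-like and neural-like cells, for which S100a8 and S100a9 were used.

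The tests were run on simulated counts drawn from the real means and library sizes with the common dispersion of each comparison. For the sums of all cells, 200 genes changed by a log2 fold of 2 were simulated, and 200 were called along with 10 unchanged genes. For progenitor-like cells 117 of 200 were called, 58.5%, with 0 unchanged genes called. In the test of class shares both simulated changes were called. Intervals are exact (Clopper-Pearson) binomial intervals at 95%, and together with floors of 3 counts they cover counting error only. The analysis used Python 3.11.15, anndata 0.12.19, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

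Comparisons planned for endothelial-like cells could not be run as planned, because the MMPhigh libraries held 16 and 14 such cells, fewer than the 20 required. The planned comparison of the change in progenitor-like with that in endothelial-like cells was not run for the same reason.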

Results

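The 4 libraries hold the transcriptomes of CD31-positive cells of the mouse embryonic AGM, separated by mitochondrial membrane potential into MMPlow and MMPhigh fractions with 2 libraries each. The study asked what transcriptional differences accompany the separation of stem cell function by mitochondrial activity. After filtering, 41919 cells remained. The median UMIs per retained cell were 3079 and 3645 in MMPlow 1 and 2, and 3685 and 23538.5 in MMPhigh 1 and 2.

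The first comparison asked which kinds of cell each fraction held. Of 11 named classes, 8 differed in their share of retained cells by edgeR's quasi-likelihood test at an adjusted p under 0.05, 3 higher and 5 lower in MMPhigh. The looser cell filter moved this count most, to 2 classes, and leaving out MMPlow 1 or MMPlow 2 gave 5. Endothelial-like cells made up 48.2% ± 1.20 (SD, n = 2) of MMPlow and 0.388% ± 0.0352 (SD, n = 2) of MMPhigh, a log2 fold of -6.96 with an edgeR adjusted p of 0.000162. Neural or neural crest-like cells rose from 3.22% ± 0.0192 (SD, n = 2) to 31.7% ± 1.82 (SD, n = 2), a log2 fold of 3.30 with an edgeR adjusted p of 0.000525. These 2 classes were called under each of the 12 alternative settings fixed beforehand and with each library left out.

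Haematopoietic progenitor-like cells, led by Angpt1, Ikzf2, Adgrg1 and Hlf, made up 3.16% ± 0.297 (SD, n = 2) of MMPlow and 0.663% ± 0.231 (SD, n = 2) of MMPhigh. The log2 fold was -2.27 with an edgeR adjusted p of 0.0105. The call was lost under the looser and the stricter cell filter, and the adjusted p by edgeR over the alternatives ranged from 2.97e-07 to 0.942. The log2 fold was -0.0327 with the stricter filter. With all-gene clustering MMPhigh held 0 such cells against 61 and 49 in MMPlow, and at resolution 0.5 no cluster took the name. In the other edgeR settings the log2 fold lay between -3.29 and -1.88. Germ cell-like cells rose from 0.173% ± 0.00839 (SD, n = 2) to 1.19% ± 0.274 (SD, n = 2) and erythroid-like cells from 0.479% ± 0.0286 (SD, n = 2) to 1.72% ± 0.788 (SD, n = 2). Their edgeR adjusted p values were 0.00296 and 0.0235. The erythroid-like call was lost in 4 of 11 alternative settings and with either MMPlow library left out, and at resolution 0.5 the log2 fold was -0.25. Granulocyte or mast-like, megakaryocyte-like, and epithelial or mesonephric-like cells were lower in MMPhigh, with log2 folds of -2.90, -0.93 and -0.99. The edgeR adjusted p values were 0.0235, 0.0167 and 0.0178. The megakaryocyte-like and epithelial calls were lost when either MMPlow library was left out. Of 12 alternative settings fixed beforehand, 4 lost the megakaryocyte-like call, 3 the granulocyte or mast-like call, 2 the epithelial call and 1 the germ cell-like call. The looser filter was among these for each of the 4 classes.

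Macrophage-like, mesenchymal-like and muscle progenitor-like cells were not called with the reported settings. Macrophage-like cells were called higher in 3 of 12 alternative settings fixed beforehand, the stricter filter, resolution 2 and clustering with all genes, with edgeR adjusted p values of 9.28e-05, 0.00209 and 0.00457. The log2 fold was 2.56 with the stricter filter. Muscle progenitor-like cells were called higher in 1 of 12, resolution 0.5, with an edgeR adjusted p of 0.0128. Both classes were also called higher with a UMI minimum set per library, chosen after seeing the data, and with MMPhigh 1 left out. Mesenchymal-like cells were called in 0 of 12, and lower with MMPhigh 2 left out, at a log2 fold of -0.74. In macrophage-like cells the MMPhigh libraries lay apart, at 7.77% (95% exact interval 6.99 to 8.60) and 21.1% (19.8 to 22.5), against 8.03% ± 0.0689 (SD, n = 2) in MMPlow. Clusters left without a name held 18.1% ± 2.16 (SD, n = 2) of MMPlow and 36.6% ± 17.3 (SD, n = 2) of MMPhigh cells. Of these, 3 clusters were closest to the macrophage markers and held 3.08% ± 0.0650 (SD, n = 2) of MMPlow and 22.0% ± 18.2 (SD, n = 2) of MMPhigh cells. They held 34.8% of MMPhigh 1 and 9.12% of MMPhigh 2. A cluster among them, led by Hbb-bs, C1qb and C1qc, held 1396 cells of MMPhigh 1 and 126 of MMPhigh 2. The macrophage-like share, and how far the MMPhigh libraries lay apart in it, thus depended on the naming thresholds. The mesenchymal-led unnamed clusters held 6.99% ± 0.436 (SD, n = 2) and 7.34% ± 3.08 (SD, n = 2), and the progenitor-led one, with erythroid leading genes, held 5.97% ± 0.799 (SD, n = 2) and 4.86% ± 3.94 (SD, n = 2). The neural-led one held 0.160% ± 0.0730 (SD, n = 2) and 2.43% ± 0.00697 (SD, n = 2). The granulocyte-led one held 1.87% ± 2.53 (SD, n = 2) of MMPlow, with 13 cells of MMPlow 1 and 677 of MMPlow 2, and 0 cells of both MMPhigh libraries. The exact permutation p of each share was 0.333 wherever the groups did not overlap, the smallest that 2 libraries against 2 allow.

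**Figure D1:**
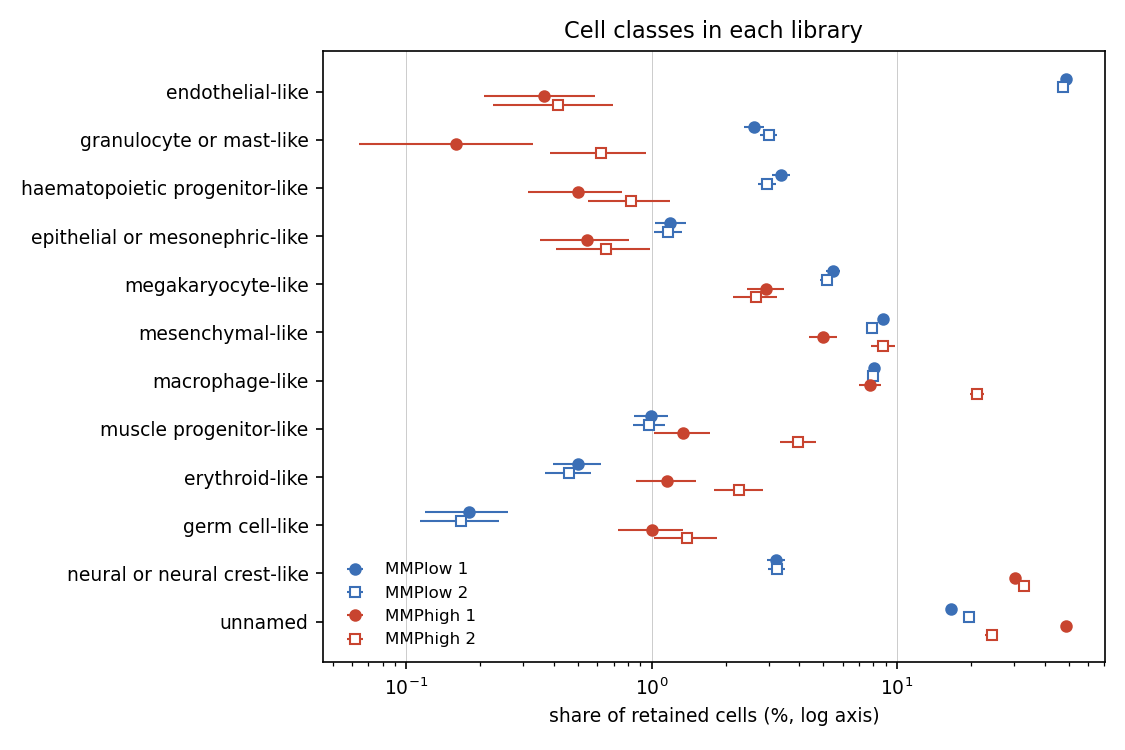
Share of retained cells in each class (horizontal axis, percent, log scale) for the 4 libraries, with exact 95% binomial intervals for counting error as bars. Endothelial-like cells lie near 48.2% in both MMPlow libraries and under 1% in both MMPhigh libraries, and neural or neural crest-like cells near 3.22% and 31.7%.

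The sort marker itself was examined next. Pecam1 (ENSMUSG00000020717) fell from 268 ± 9.75 CPM in the MMPlow sums (SD, n = 2) to 23.5 ± 1.92 CPM in the MMPhigh sums (SD, n = 2), a log2 fold of -3.48 (SE 0.109, edgeR adjusted p 2.09e-07). A Pecam1 UMI was found in 53.6% ± 1.77 (SD, n = 2) of MMPlow and 18.9% ± 11.6 (SD, n = 2) of MMPhigh cells, at the median depths given above. With each cell thinned to 2000 UMIs the shares were 38.2% ± 0.847 (SD, n = 2) and 3.98% ± 0.335 (SD, n = 2), and no retained cell was too shallow for this. In neural or neural crest-like cells, which should lack the gene, thinned shares were 15.7% ± 2.62 (SD, n = 2) in MMPlow and 1.36% ± 1.04 (SD, n = 2) in MMPhigh, at median depths of 3613 and 4326 UMIs in MMPlow and 3839.5 and 19758 in MMPhigh. The background was thus itself higher in MMPlow. Within the endothelial-like class the thinned shares were 58.5% ± 0.371 (SD, n = 2) and 56.7% ± 0.631 (SD, n = 2), the latter from 30 cells. Pecam1 was among the markers that named this class.

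Summed over all retained cells, 10980 of 20400 tested genes differed between MMPhigh and MMPlow by edgeR, 5567 higher and 5413 lower in MMPhigh. At an unadjusted p under 0.05 the count was 12093. A filter of 10 CPM in 2 libraries moved the count most among the alternative settings fixed beforehand, to 5972 of 10472 genes. Groups did not overlap for 78.6% of genes, where chance gives 33.3%. These sums mix cell classes whose shares differed. In sums with equal cells of each of the 9 classes with at least 20 cells in every library, an alternative chosen after seeing the data, 1378 of 16356 genes were called. Endothelial-like, granulocyte or mast-like and unnamed cells were absent from these sums. Bcl6b (ENSMUSG00000000317), Dipk2b (ENSMUSG00000037358), Emcn (ENSMUSG00000054690), Lhx6 (ENSMUSG00000026890) and Fam167b (ENSMUSG00000050493) fell furthest among genes past the naming rule. Emcn went from 568 ± 24.4 CPM (SD, n = 2) to 5.95 and 4.04 CPM in MMPhigh 1 and 2, a log2 fold of -6.83 (SE 0.216, edgeR adjusted p 5.43e-07). The log2 folds were -7.64 for Dipk2b, -6.44 for Bcl6b, -6.41 for Lhx6 and -6.26 for Fam167b. The genes that rose furthest were Pou3f1 (ENSMUSG00000090125), Mapk10 (ENSMUSG00000046709), Fstl5 (ENSMUSG00000034098), Slc6a5 (ENSMUSG00000039728) and Cacna2d3 (ENSMUSG00000021991). Cacna2d3 went from 14.5 ± 1.49 CPM (SD, n = 2) to 238 ± 48.6 CPM (SD, n = 2), a log2 fold of 4.07 (SE 0.156, edgeR adjusted p 9.86e-07). The log2 folds were 4.39 for Pou3f1, 4.18 for Mapk10, 4.15 for Fstl5 and 4.07 for Slc6a5.

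Of the 7 genes reported in any case, 6 were lower in MMPhigh in the sums of all cells at an edgeR adjusted p under 0.05. The count was also 6 when adjusted over the list alone. Besides Pecam1 these were Mecom at a log2 fold of -2.29 (SE 0.131), Gfi1 at -2.04 (SE 0.640), Gata2 at -1.50 (SE 0.101), Hlf at -1.03 (SE 0.154) and Kit at -0.64 (SE 0.103). In MMPlow 1 endothelial-like cells held 17967 of 24366 Mecom, 751 of 1699 Gata2, 2075 of 5411 Kit and 94 of 344 Hlf UMIs. These falls can therefore reflect in part the lower share of endothelial-like cells in MMPhigh. Gfi1 was a low gene, at 0.717 ± 0.0204 CPM in MMPlow (SD, n = 2), and its edgeR adjusted p of 0.0326 was lost with MMPhigh 2 left out, where the log2 fold was -0.93. It was also lost with either MMPlow library left out. Runx1 did not differ, at 275 ± 4.59 CPM in MMPlow (SD, n = 2) and 287 ± 14.0 CPM in MMPhigh (SD, n = 2), with a log2 fold of 0.09 and an edgeR adjusted p of 0.448. Under the stricter cell filter Runx1 was called higher, at a log2 fold of 0.54.

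The comparison closest to the question of stem cell function was that within haematopoietic progenitor-like cells. MMPhigh contributed 22 and 28 such cells against 527 and 547 in MMPlow. By edgeR 0 of 9977 genes were called, with 766 at an unadjusted p under 0.05, and the DESeq2 Wald test called 20. The count depended on single libraries. Leaving out MMPhigh 1 gave 2958 genes and leaving out MMPhigh 2 gave 738, while leaving out either MMPlow library gave 11. The unadjusted p values picked genes that were not called. Fosb (ENSMUSG00000003545) had 0 and 1 UMIs in the MMPlow sums and 10 and 36 in the MMPhigh sums, a ratio of 177 with a 95% exact counting interval of 30.3 to 7154. Jun and Klf6 were also higher in MMPhigh, at log2 folds of 3.17 (SE 0.447) and 3.03 (SE 0.416). Mest was lower at -5.67 (SE 0.648). S100a9 had 189 and 216 UMIs in MMPlow and 0 in both MMPhigh sums, at least 35.0-fold lower against a floor of 3 counts over the group. Stfa1, a stefin whose reads can be shared with near-identical paralogs and is therefore uncertain, had 383 UMIs in MMPlow and 2 in MMPhigh, a ratio of 49.7 with an interval of 13.7 to 412. The edgeR adjusted p was 0.106 for Fosb and 0.130 for the other 5.

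None of the progenitor genes reported in any case was called within progenitor-like cells. Runx1, Kit, Gfi1 and Hlf were also in the marker list that named this class, so a difference in them could be missed. Of the 6 that could be tested, 0 were called by edgeR over all genes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. The log2 folds were -0.995 for Mecom (SE 0.568), -0.87 for Pecam1 (SE 0.388), -0.18 for Kit (SE 0.426), -0.11 for Gata2 (SE 0.328), 0.39 for Runx1 (SE 0.787) and 0.00 for Hlf (SE 0.585). Hlf had 12.3 CPM in MMPhigh 1 and 93.6 CPM in MMPhigh 2, against 80.0 ± 6.99 CPM in MMPlow (SD, n = 2). Without MMPhigh 2 Hlf was called lower, at a log2 fold of -2.66. Runx1 lay at 2470 and 887 CPM in the MMPhigh libraries. Gfi1 had 7 and 10 UMIs in the MMPlow sums and 0 and 1 in the MMPhigh sums, too few to test. In counts simulated with 1 common dispersion for both groups, the test recovered 58.5% of genes changed by a log2 fold of 2. The real MMPhigh libraries lay further apart than the MMPlow libraries, with SDs of the log2 difference across genes of 1.18 and 0.410. The real recovery may therefore be lower. Fosb and Mest were not called at log2 folds of 7.29 and -5.67, so changes larger than 2 could also go undetected.

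Gene sets were compared to ask whether mitochondrial, metabolic or lineage programmes moved together. In the sums of all cells, camera called 9 of 20 sets, 2 higher and 7 lower in MMPhigh. Estimating the inter-gene correlation from the data moved the count most, to 0, with 0 sets at an unadjusted p under 0.05 and 13 called by fry. The mitochondrial ribosome set was higher, with a median log2 difference of 0.20 over 78 genes and a camera adjusted p of 0.00417, a call that fry did not make. The myeloid set was higher by 0.67 (camera adjusted p 0.0269). The arterial and venous endothelium sets were lower by medians of -2.18 and -2.62, with camera adjusted p values of 1.80e-07 and 0.000329. The megakaryocyte, Notch, stem cell, S phase and G2/M phase sets were lower by medians of -1.13, -0.81, -0.74, -0.20 and -0.17. All called sets but the mitochondrial ribosome set were also called by fry. Nuclear OXPHOS genes were higher by a median of 0.15, with a camera adjusted p of 0.0509 and a fry adjusted p of 0.0189 in limma. Mitochondrially encoded proteins were lower by a median of -0.29, with a camera adjusted p of 0.193 and a fry adjusted p of 0.0382 in limma. The medians of all genes lay at 0.01. Because these sums mix cell classes, changes of sets, the stem cell set included, can reflect different class shares.

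In progenitor-like cells camera called 12 of 20 sets, of which fry called 2, the arterial endothelium and Notch sets, and the estimated correlation 0, with 1 set at an unadjusted p under 0.05. Leaving out MMPlow 1 reduced the camera count to 6. Higher in MMPhigh by camera were mitochondrially encoded proteins with a median of 0.36, the TCA cycle with 0.27, inflammatory and interferon response with 0.24, G2/M phase with 0.18, the mitochondrial ribosome with 0.14 and the cytosolic ribosome with 0.12. Lower were the venous and arterial endothelium sets, both at -2.30, the erythroid set at -0.79, the myeloid set at -0.74, Notch at -0.66 and Wnt targets at -0.43. The share of summed UMIs from mitochondrially encoded genes was above MMPlow only in MMPhigh 1. It was 15.5% there and 5.20% in MMPhigh 2, against 7.05% and 6.95% in MMPlow 1 and 2. The stem cell set did not differ, with a median of -0.03 against -0.03 for all genes and a camera adjusted p of 0.938. This set shares genes with the marker list that named the class, so a difference could be missed. The lymphoid set was lower by a median of -0.87 over 9 genes, with a camera adjusted p of 0.0736. Whether these changes differed between progenitor-like cells and all cells was not tested.

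**Figure D2:**
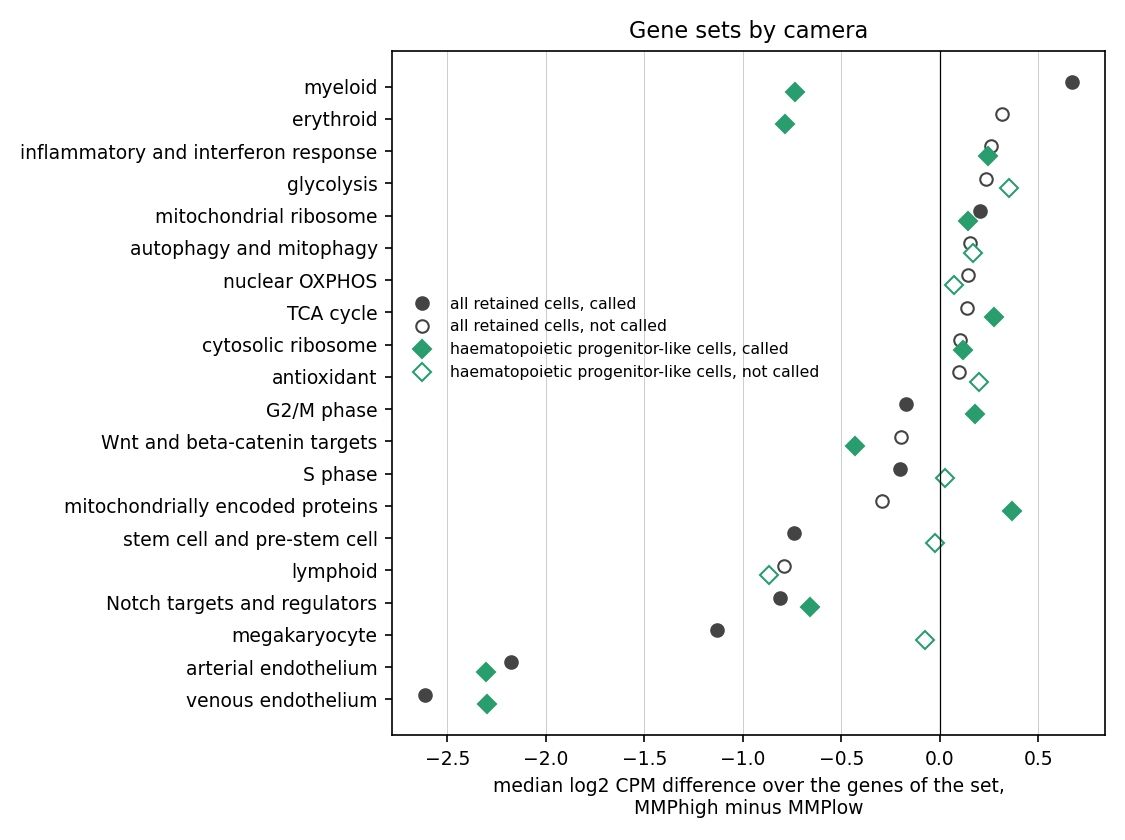
Median over the genes of each set of the log2 CPM difference, MMPhigh minus MMPlow (horizontal axis), in the sums of all retained cells (circles) and of haematopoietic progenitor-like cells (diamonds). Filled symbols mark a camera adjusted p under 0.05. The arterial and venous sets lie lowest in both, near -2.30 in progenitor-like cells, and the other sets lie between -1.13 and 0.67.

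Because the sort was on mitochondrial activity, the share of UMIs from the 13 mitochondrially encoded genes was compared. The median over cells was 4.04% and 4.35% in MMPlow 1 and 2, and 3.29% and 3.67% in MMPhigh 1 and 2. The group means were 4.196% ± 0.222 (SD, n = 2) and 3.48% ± 0.265 (SD, n = 2), a difference of -0.714 points. The exact two-sided permutation p was 0.333, the smallest possible here. The direction depended on which cells were used. With at least 5000 UMIs per cell the difference was 1.23 points, and in progenitor-like cells alone it was 3.70 points, where MMPhigh 1 lay at 17.3% and MMPhigh 2 at 4.58%, above and below the 7.10% and 7.39% of MMPlow (exact p 1).

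**Figure D3:**
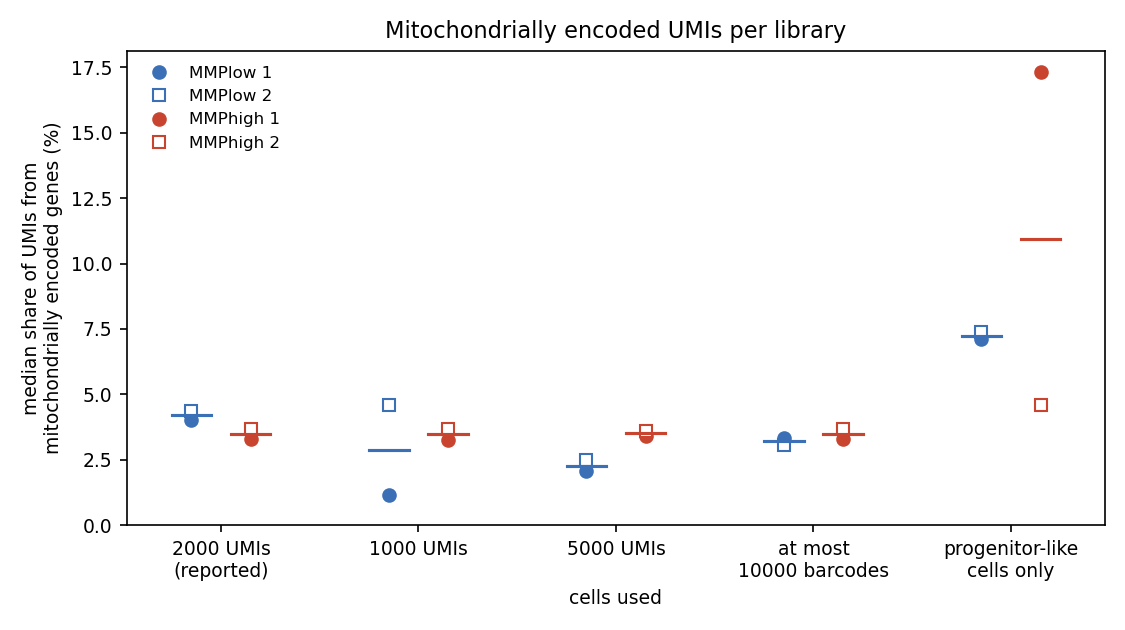
Median share of UMIs from mitochondrially encoded genes per library (vertical axis, percent) for 5 choices of cells, with points for libraries and lines for group means. The group means are 4.196% and 3.48% with the reported filter and 2.28% and 3.51% with at least 5000 UMIs per cell.

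In endothelial-like cells, the fit was made with a minimum of 10 cells per library in place of 20, chosen after the cell numbers were seen, and it rests on 16 and 14 MMPhigh cells. It called 177 of 15061 genes by edgeR, 70 higher and 107 lower in MMPhigh, with 1990 at an unadjusted p under 0.05. Leaving out MMPhigh 1 gave 607 genes, leaving out MMPlow 1 gave 50 and leaving out MMPlow 2 gave 95. Prox1 was higher, from 32.8 ± 4.54 CPM (SD, n = 2) to 211 ± 87.9 CPM (SD, n = 2), a log2 fold of 2.58 (SE 0.251, edgeR adjusted p 0.000499). Scn3a, Apba2, Reln and Nts were higher as well, at log2 folds of 4.71, 3.30, 3.22 and 3.20. In MMPhigh 1 and 2 these rested on 28 and 9, 18 and 8, 14 and 13, and 14 and 23 UMIs. Reln was among the leading genes of a neural or neural crest-like cluster. Whether free RNA or doublets contributed to these rises was not tested. The largest falls were in S100a8, S100a9, Stfa1, Cstdc5 and Cd52, which had 0 UMIs in both MMPhigh libraries. Against a floor of 3 counts over the group they were at least 16.7-fold, 16.9-fold, 17.1-fold, 9.66-fold and 9.60-fold lower. Stfa1 and Cstdc5 are stefin genes with near-identical copies and are uncertain. Of the 6 progenitor and sort genes that could be tested, 1 was called, both over all genes and adjusted over the list alone. It was Runx1, with 2180 UMIs in MMPlow and 1 in MMPhigh, a ratio of 18.8 with a 95% exact counting interval of 3.38 to 744 and an edgeR adjusted p of 0.0419. Its level in these MMPlow cells, 36.3 and 28.0 CPM, was low against the 279 and 272 CPM of all MMPlow cells, and whether it came from free RNA was not tested. Pecam1, a marker used to name this class, did not differ within it, with a log2 fold of 0.18 (SE 0.163, edgeR adjusted p 0.643).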

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

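Of the tests below, those on free RNA and on the level of the granulocyte genes per cell were chosen only after the result was seen, as were the comparison between the classes itself and its alternatives. For the tests on sub-clusters, gene length, UMIs per cell and doublets, what each would show was written before the test was run.

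The change between MMPhigh and MMPlow differed between macrophage-like and neural or neural crest-like cells, tested as an interaction with edgeR. It was called for 3623 of 15378 genes. The macrophage-like class held different sub-clusters in the groups, so the test does not compare like cells. A single cluster held 1155 of 1261 and 1249 of 1477 macrophage-like cells in MMPlow 1 and 2. In MMPhigh 1 and 2 it held 18 of 342 and 20 of 716. Leaving out MMPlow 1 gave 1160 genes, MMPlow 2 1721, MMPhigh 1 5419 and MMPhigh 2 3585. With free RNA subtracted the count was 0, with 2456 genes at an unadjusted p under 0.05, while single clusters gave 2150 and cells thinned to 2000 UMIs gave 435. The cytosolic ribosome set rose in macrophage-like cells by a median log2 of 0.59 and fell in neural-like cells by 0.27, a difference of 0.86 over 83 genes. The camera p of the difference was 1.19e-20 and the fry p 0.0393, both from limma.

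Gene length and UMIs per cell were argued against as the whole cause of the opposite directions. Relative to genes of like length the set still rose in macrophage-like cells by 0.35 and fell in neural-like cells by 0.27. With cells thinned to 2000 UMIs the changes were 0.39 and -0.12, though the fry p in limma was then 0.347. Different sub-clusters within the classes may account for the opposite directions. Within a single cluster of each class the changes were -0.0753 and -0.41, no longer opposite, with a difference of 0.33 and a fry p in limma of 0.0586. Free RNA cannot be told apart, since subtraction took the neural-like change to 0.02 but widened the difference to 1.66. Subtraction rests on barcodes not shown to be empty and on an upper estimate of free RNA, 43.2% and 44.1% of macrophage-like UMIs in MMPlow, and the MMPhigh 2 profile held 1 UMI of the granulocyte genes. A difference between the sort fractions in how these classes use ribosomal genes stays open and was not tested.

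The granulocyte genes S100a8 and S100a9 gave a signal in barcodes below 1300 UMIs. These lie outside the cells of the reported comparisons, but those with at least 1000 UMIs enter the looser filter, and together they give the free RNA profile. Their level there was 593 CPM in MMPlow 1 and 446 CPM in MMPlow 2, against 11.8 and 2.63 CPM in MMPhigh 1 and 2. A count of 3 would have given 0.0860, 3.44, 0.513 and 7.90 CPM in the 4 libraries, so the value of MMPhigh 2 lies below what its depth can show. In retained MMPlow 1 cells the classes other than granulocytes held 0.551 to 0.787 of these UMIs per cell, a ratio of highest to lowest of 1.43, and in MMPlow 2 the ratio was 1.21. The ratio in CPM was 4.45 and 2.56, and UMIs per cell was chosen after CPM had been seen. A like level in these classes is consistent with free RNA, and the barcodes below 1300 UMIs held these genes as well. Those barcodes are not shown to be empty, since MMPlow 1 has none below 962 UMIs. Doublets with granulocytes would put many of these UMIs in few cells, but in MMPlow 1 2.24% of them lay in cells with 5 or more. Progenitor-like cells held 0.698 and 0.702 of these UMIs per cell in MMPlow 1 and 2. The falls of S100a8 and S100a9 in endothelial-like cells, and of S100a9 in progenitor-like cells, may therefore reflect free RNA of MMPlow. No biological explanation was tested.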

How the results depend on the processing

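The alternatives with a library-specific UMI minimum, the top doublet scores removed, equal cells or equal cells and UMIs of each class, random cells, free RNA subtracted and at least 10 endothelial-like cells with and without the block were chosen only after the result was seen. For changed results the cause was not tested unless given.

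For the sums of all cells, the count of 10980 genes stayed within 1.5 times in 12 of 13 settings fixed beforehand, and all shared calls kept their sign. It fell to 5972 with at least 10 CPM in 2 libraries, where fewer genes were tested. It fell to 1378 with equal cells of each of the 9 classes with 20 cells in every library (endothelial-like, granulocyte or mast-like and unnamed cells absent), and to 6806 with as many cells at random. With each cell thinned to 2000 UMIs as well, the counts were 1746 and 4305. Leaving out single libraries gave 7883 to 10889. Of the named genes' results, 216 of 219 under settings fixed beforehand and 65 of 68 with a library left out kept their direction and call.

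In progenitor-like cells, 0 genes became 20 with the DESeq2 Wald test, 226 with no low-count filter and 1 with sums thinned to equal UMIs. Leaving out single libraries gave 11 to 2958. Not run, with under 20 cells in a library, were the stricter filter, the 10% mitochondrial limit, resolutions 0.5 and 2, clustering with all genes and the library-specific UMI minimum. At resolution 0.5 no cluster took the name, and 53.7% of the class fell into a granulocyte or mast-like cluster. With all genes 0.356% of its cells kept the name, and at resolution 2 54.6%. Of the named genes' results there, 104 of 131 under settings fixed beforehand and 21 of 47 with a library left out kept their direction and stayed uncalled, while 19 and 22 became called. Others changed sign. Hlf, at 0.0028, went to -0.0583 without a mitochondrial limit, -0.14 with at most 10000 barcodes, -0.0014 with DESeq2 size factors, -0.16 with the Wald test, -0.0233 with no low-count filter and -0.0042 with the 10 CPM filter. With free RNA subtracted it was -0.71 scaled by granulocyte genes and -0.44 by haemoglobin genes. Leaving out libraries gave -2.66 to 0.57 for Hlf, with -0.23 and -0.0436 between, and -0.33 to 0.84 for Runx1. Gata2 became 0.0417 with at most 10000 barcodes, and Runx1 -0.19 with granulocyte-scaled subtraction.

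For gene sets, the 9 called in all cells became 0 with an estimated correlation, and leaving out libraries gave 7 to 8. The 12 in progenitor-like cells became 2 with fry and 0 with an estimated correlation, and leaving out libraries gave 6 to 13. The stricter filter and the 10% limit were not run there. The 8 classes whose share differed became 2 with the looser filter, and leaving out libraries gave 5 to 10.

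The difference in mitochondrial share of -0.714 points kept its sign in 6 of 11 settings fixed beforehand, but shrank to -0.0664 with the mean over cells, where the groups overlap, and to -0.181 with the share of summed counts. It was 0.617 with the looser and 1.23 with the stricter filter, 0.268 with at most 10000 barcodes, 3.70 in progenitor-like and 0.421 in endothelial-like cells. Leaving out libraries gave -0.902 to -0.527.

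With the replicate number as a block, 10916 genes were called in all cells, 87 in progenitor-like cells, 8 and 14 gene sets, and 6 classes. The mitochondrial share differed by -0.714 points (exact p 0.5) and Hlf in progenitor-like cells by -0.38. Deviations of same-numbered libraries correlated at 0.118 across genes in all cells and 0.253 in progenitor-like cells. With 2 pairs and nothing in the labels on a shared origin, the numbers were not shown to pair the samples. In endothelial-like cells, with the added minimum of 10 cells, the block gave 308 genes against 177 without it. The planned comparisons with at least 20 endothelial-like cells were not run, with or without the block, and with the lower minimum the block was not run for gene sets.

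Depth limits the comparisons within classes. The progenitor-like sums held 163188 to 2024647 UMIs, and the MMPhigh libraries 22 and 28 such cells.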

Other observations

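The tests below on endothelial-like cells, Pecam1, equal cells or equal cells and UMIs of each class, random cells, progenitor-like cells, the mitochondrial share and free RNA subtraction, the arterial set included, were chosen only after the result was seen.

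Endothelial-like cells lay under 1% in both MMPhigh libraries. Misassignment by the clustering is argued against, since 17 endothelial markers without Pecam1 had a median log2 fold of -4.93 in sums that use no class names. A loss below the UMI minimum is argued against too, since with 1000 UMIs the share was 0.205% and 0.457% in MMPhigh. With that minimum the share in MMPlow 1 and 2 was 19.1% and 43.3%, so the MMPlow level also depended on the filter. Fewer UMIs per cell do not account for the few MMPhigh cells with a Pecam1 UMI, since the MMPhigh medians of 3685 and 23538.5 UMIs lay above those of MMPlow, 3079 and 3645. Whether the sort gates or the biology of the fractions set these shares was not tested.

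Different shares of the classes may account for much of the 10980 genes called in all cells. With equal cells of each of the 9 classes with 20 cells in every library, 11.9% of them were called again. Endothelial-like, granulocyte or mast-like and unnamed cells were absent from those sums. As many cells drawn at random gave 6806 genes, so fewer cells and UMIs alone do not account for the fall to 1378. With each cell also thinned to 2000 UMIs, so that a class gave equal UMIs in every library, 1746 genes were called, against 4305 with random cells thinned alike. Shares of the 9 classes do not account for all calls, since 1592 genes were called both there and in all cells with the same sign. Shares of sub-clusters within classes, and free RNA, were not tested for these genes. Gene length is argued against, with a Spearman correlation across genes of -0.0236 (genes are not independent replicates).

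In progenitor-like cells edgeR called 0 genes with the reported settings and all 4 libraries, and 2958 or 738 with MMPhigh 1 or 2 left out. Some alternatives with both MMPhigh libraries made calls, at most 226 genes with no low-count filter. Different sub-clusters in the MMPhigh libraries cannot be told apart. At resolution 2 the finer progenitor-like cluster was led by Angpt1, with Hlf among its 10 leading genes. The share of the class in it was 9.09% (exact 95% interval 1.12 to 29.2) in MMPhigh 1 and 57.1% (37.2 to 75.5) in MMPhigh 2. The difference was 48.1 points, against 6.87 between the MMPlow libraries. This explanation stays open because the finer cluster is drawn from the same expression that differs, and 1 library is set against 1. The MMPhigh 1 cells also had a median mitochondrial share of 17.3%, and with a 10% limit 3 of them and 17 of MMPhigh 2 were left. Whether this plays a part was not tested. Free RNA in these cells cannot be told apart. After subtraction scaled by granulocyte genes 0 genes were called (717 unadjusted), but that scaling removed 0% of the UMIs of both MMPhigh sums, where the libraries lie apart. Scaled by haemoglobin genes, 0 genes were called as well (362 unadjusted), with an estimated 1.30% and 0.376% of free RNA in the MMPhigh sums. It stays open because both rest on a profile from barcodes not shown to be empty. Noise from the few cells in the MMPhigh sums cannot be told apart as a cause of the spread between the MMPhigh libraries. The chi-square per degree of freedom, which sets their spread against counting error, was 15.8 over 6625 genes. Between the MMPlow libraries it was 2.82. The MMPhigh spread was thus above the counting error of independent UMIs. UMIs of 22 and 28 cells are not independent draws, however, and the MMPlow sums held 527 and 547 cells. The chi-square therefore does not cover the drawing of few cells. What sets the MMPhigh libraries apart stays open.

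The arterial and venous sets were lower in progenitor-like cells of MMPhigh. Free RNA of endothelial cells in MMPlow may contribute and cannot be told apart. After subtraction the arterial set had a camera adjusted p in limma of 0.759, but few of its genes were left and the venous set fell under the minimum size.

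The mitochondrial share was lower or higher in MMPhigh depending on the UMI minimum. UMIs per cell cannot be told apart as a cause. The share fell with UMIs in 3 libraries, with Spearman correlations across cells of -0.44, -0.48 and -0.43, and not in MMPhigh 1 (0.04), and in cells of 2000 to 5000 UMIs the difference was 0.603 points. There MMPhigh 1 lay at 3.20% and MMPhigh 2, with 232 such cells, at 7.88%, on either side of 4.62% and 5.25% in MMPlow. In cells of 5000 to 10000 UMIs, and in those of 10000 to 2 times as many, both MMPhigh libraries lay above both MMPlow libraries, with differences of 3.13 and 1.90 points. The explanation stays open because the difference was positive in each range while the relation to UMIs was missing in MMPhigh 1. Class shares could also contribute, and stay open because the differences within classes went both ways, from -4.60 to 3.70 points with a mean of -0.128.

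Long genes were lower in MMPhigh in germ cell-like, megakaryocyte-like and macrophage-like cells, with Spearman correlations across genes of -0.39, -0.26 and -0.18, and in progenitor-like cells, with -0.28. The correlation was 0.07 in neural-like and -0.02 in mesenchymal-like cells. More nuclear and unspliced RNA in MMPlow cells of the first 3 classes cannot be told apart. The nuclear RNAs Malat1, Neat1 and Kcnq1ot1 had a median log2 fold of -0.70 there, although Neat1 rose by 0.34 in macrophage-like cells. It stays open because the 2 changes did not go together in other classes. In progenitor-like cells the 3 RNAs changed little (-0.0547, -0.13 and 0.0180). Malat1 and Neat1 lay lower in mesenchymal-like cells (-0.59 and -1.002) and erythroid-like cells (-0.94 and -1.22, Neat1 uncalled), and all 3, uncalled, in endothelial-like cells (-0.34, -0.71 and -0.53). In these 3 classes the correlation of change and length was at most 0.08 in size. Free RNA cannot be told apart either. After subtraction the median correlation was -0.35, but the profile comes from barcodes not shown to be empty. No biological explanation was tested.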
